# Non-canonical BIM-regulated energy metabolism determines drug-induced liver necrosis

**DOI:** 10.1038/s41418-023-01245-7

**Published:** 2023-11-24

**Authors:** Rebekka Lambrecht, Franziska Rudolf, Anna-Katharina Ückert, Valentina C. Sladky, Truong San Phan, Jasmin Jansen, Samara Naim, Thomas Kaufmann, Adrian Keogh, Susanne Kirschnek, Aswin Mangerich, Florian Stengel, Marcel Leist, Andreas Villunger, Thomas Brunner

**Keywords:** Cell biology, Gastrointestinal diseases

## Abstract

Paracetamol (acetaminophen, APAP) overdose severely damages mitochondria and triggers several apoptotic processes in hepatocytes, but the final outcome is fulminant necrotic cell death, resulting in acute liver failure and mortality. Here, we studied this switch of cell death modes and demonstrate a non-canonical role of the apoptosis-regulating BCL-2 homolog BIM/Bcl2l11 in promoting necrosis by regulating cellular bioenergetics. BIM deficiency enhanced total ATP production and shifted the bioenergetic profile towards glycolysis, resulting in persistent protection from APAP-induced liver injury. Modulation of glucose levels and deletion of Mitofusins confirmed that severe APAP toxicity occurs only in cells dependent on oxidative phosphorylation. Glycolytic hepatocytes maintained elevated ATP levels and reduced ROS, which enabled lysosomal recycling of damaged mitochondria by mitophagy. The present study highlights how metabolism and bioenergetics affect drug-induced liver toxicity, and identifies BIM as important regulator of glycolysis, mitochondrial respiration, and oxidative stress signaling.

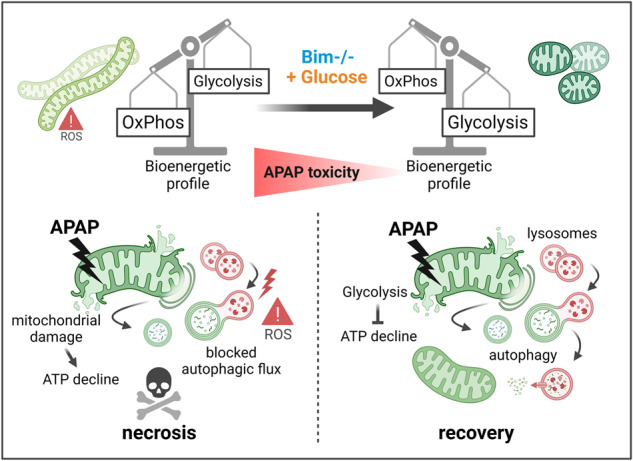

## Introduction

Cell death is broadly subdivided into apoptosis, a caspase-dependent form of programmed cell death, necrosis as an unintended and often deleterious cell death process, and additional forms of programmed cell death with necrotic features. While in a simplified view different forms of cell death proceed independently and mutually exclusive, there is accumulating evidence for extensive crosstalk between different cell death modalities [1], including non-canonical functions of cell death-regulating proteins in other forms of programmed cell death [2–4]. To understand how different forms of cell death crosstalk and how potential decision points lead to a switch between different types, we studied the prominent clinical phenomenon of Paracetamol-induced hepatocyte death and accompanied liver damage.

Paracetamol (acetaminophen, n-acetyl-p-aminophenol, APAP) intoxication severely damages the liver and represents the most frequent cause of acute liver failure (ALF) in developed countries [5]. APAP overdose saturates classical detoxification pathways and causes the accumulation of n-acetyl-p-benzoquinone (NAPQI), an intermediate from cytochrome P450 enzyme-dependent APAP metabolism [6]. NAPQI depletes glutathione (GSH) and forms covalent protein adducts, thereby interfering with numerous cellular processes, depleting ATP levels and provoking exceptionally high levels of reactive oxidative species (ROS) [7–9]. A vicious cycle of mitochondrial damage and oxidative stress represents the most fatal event promoting hepatocyte death [10]. Due to persistent controversies about the relevant intracellular processes in APAP-intoxicated hepatocytes, the GSH-precursor N-acetylcysteine is still the only approved antidote for AILI patients [11].

We chose APAP-induced liver injury (AILI) as model to study cell death decisions as the type of hepatocyte death upon APAP overdose is intriguing and highly controversial [12, 13]. Although APAP-intoxicated hepatocytes phenotypically die by oncotic necrosis, APAP initially triggers multiple stress programs, including processes attributed to apoptosis. Apoptotic mitochondrial outer membrane permeabilization (MOMP) contributes to APAP-induced loss of mitochondrial integrity, potentiating ATP depletion and ROS formation [14, 15]. The apoptosis-regulating B-cell lymphoma 2 (BCL-2) protein family facilitates MOMP and associated caspase activation [16], and was paradoxically shown to regulate APAP-induced necrosis. Briefly, deletion of each, pro-apoptotic BCL-2-associated X protein (BAX) [17], BCL-2-like protein 11 (BIM) [18], p53 upregulated modulator of apoptosis (PUMA) [19] and BH3 interacting-domain death agonist (BID) [20] protected from APAP-induced liver necrosis. In the present study, we investigated how these pro-apoptotic proteins regulate necrotic cell death during AILI with the aim to clarify the paradox of initial apoptotic processes that result in a necrotic outcome.

Our data provide strong evidence for a novel, non-canonical (apoptosis-independent) function of BIM in regulating mitochondrial dynamics and cellular energy metabolism, and thereby oncotic necrosis. BIM deletion shifted the energy production from mitochondria-dependent oxidative phosphorylation to glycolysis, which reduced the dependency on malfunctional mitochondria and allowed recovery after APAP intoxication. Remarkably, glucose administration likewise protected mice and cells from APAP-induced damage and may represent a novel treatment option during AILI.

## Results

### APAP induces apoptotic BH3-only proteins but fails to activate caspases

To investigate APAP-induced liver damage and cell death, we made use of different experimental systems. Animals injected with APAP showed extensive liver damage, and ex vivo cultured murine and human hepatocytes, and the human hepatocyte cell lines IHH and HepG2 dose-dependently died in response to APAP treatment (Fig. 1A, B). This was accompanied by induction of the pro-apoptotic proteins BIM (*Bcl2l11*), NOXA (*Pmaip1*) and PUMA (*Bbc3*) in all models investigated (Fig. 1C, D, Supplementary Fig. S1A). Human cell lines responded generally slower to APAP than murine cells, as illustrated by delayed activation of the stress kinase c-Jun N-terminal kinase (JNK) (Supplementary Fig. S1B). Single-cell RNA sequencing data obtained from Kolodziejczyk et al. [21] of APAP-treated mice confirmed the dominant upregulation of apoptosis-related genes in the hepatocyte subset (Fig. 1E, Supplementary Fig. S1C, D). In addition, gene ontology (GO) analysis underpinned an important role of mitochondria and oxidative stress upon APAP (Supplementary Fig. S1D). However, despite the dominant apoptotic response after APAP treatment, hepatocytes failed to show apoptosis-related caspase activation and underwent cell death with a necrotic phenotype that was not prevented by caspase inhibition (Fig. 1F, G, Supplementary Fig. S1E–H).

**Fig. 1:**
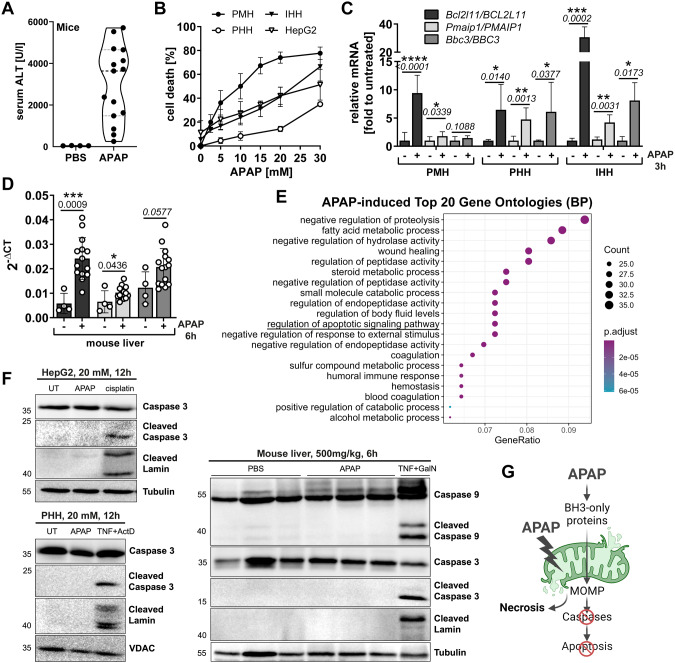
APAP induces apoptotic BH3-only proteins but fails to activate caspases. **A** Serum ALT of mice treated for 6 h with PBS or 500 mg/kg APAP i.p. Bold dotted line indicates median and weak dotted lines show quartiles. **B** MTT assay of primary murine (PMH) and human hepatocytes (PHH) treated for 16 h or 24 h, respectively, or FACS analysis of AnnexinV-FITC + IHH and HepG2 cells treated for 24 h. *n* = 5 (PMH), *n* = 2 (PHH), *n* = 13 (IHH), *n* = 4 (HepG2). **C**, **D** Transcript levels of mouse liver of mice treated as described in **A**, and of PMH, PHH and IHH treated for 3 h with 10 mM APAP (PMH) or with 20 mM APAP (PHH, IHH). *n* = 7 (PMH), *n* = 6 (PHH), *n* = 5 (IHH). **E** Top 20 gene ontologies of hepatocyte subset from mice treated as described in **A** generated from single cell RNA sequencing. BP biological function. **F** Western blot of ML of mice treated as described in **A** and of PHH and HepG2 treated with 20 mM APAP for 12 h. **G** Schematic illustration of APAP-induced apoptotic processes. Data points and/or bar graphs are mean +/− SD with *n* as independent biological replicates. Statistical significance was tested using unpaired Student’s *t* test (**C**, **D**).

### Depletion of BIM protects from APAP-induced liver necrosis

The BH3-only proteins BIM and PUMA had been previously implicated in AILI [19, 22]. Since we observed that NOXA was also strongly induced, we investigated the role and regulation of NOXA in AILI. PUMA and NOXA are major p53 targets in response to DNA damage [23]. APAP treatment led to DNA damage and promoted the upregulation of p53 target genes (Supplementary Fig. S2A, B), however, deleting p53 failed to prevent NOXA induction after APAP treatment (Supplementary Fig. S2C). Mice lacking p53 showed reduced, but not abolished NOXA transcription in response to APAP treatment (Supplementary Fig. S2D), indicating additional p53-independent processes regulating NOXA expression. APAP also led to activation of the stress kinases p38 and JNK (Supplementary Fig. S2E). While deficiency in p38 did not impact NOXA induction (Supplementary Fig. S2F), pharmacological inhibition of JNK strongly reduced APAP-induced NOXA expression in IHH and HepG2 cells (Supplementary Fig. S2G). Interestingly, NOXA deletion in mice did rather result in increased liver damage, whereas BIM deficiency clearly protected mice from AILI (Fig. 2A-C, Supplementary Fig. S3A). Of note, NOXA-deficient livers did not display higher transcripts of BIM or PUMA (Supplementary Fig. S3B), arguing against compensatory effects. Although NOXA and BIM exhibited their canonical function by binding MCL-1 and BCL-x_L_ (Fig. 2D, Supplementary Fig. S3C, D) and promoting MOMP-related cytochrome c release (Fig. 2E), hepatocytes failed to activate caspases in response to APAP, in vitro and in vivo (Fig. 1). Thus, APAP only initiates signaling processes potentially leading to apoptosis, but cell death is not executed by apoptosis. The presented data suggest a unique, non-canonical role of BIM in regulation APAP-initiated necrosis as the protective effect of BIM deletion is not reproduced by NOXA deletion, and furthermore is long-lasting compared to the only temporary protection seen by deleting BAX [17]. The fact that BIM deficiency, but not BAX deficiency, protects enduringly in the same experimental setup suggests a MOMP-independent function of BIM. This proposed non-apoptotic function of BIM likely runs in parallel with its canonical function promoting MOMP during APAP intoxication.

**Fig. 2:**
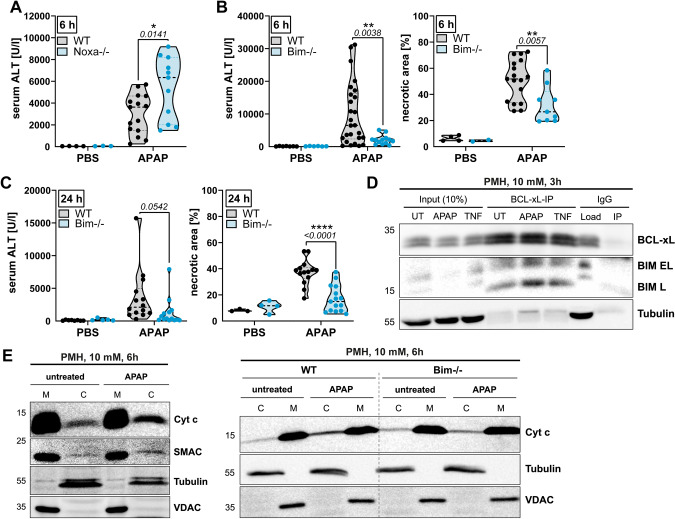
Depletion of BIM protects from APAP-induced liver necrosis. **A–C** Serum ALT and necrotic area scored from histology images (see Supplementary Fig. S3A) of WT, *Noxa*−/− and *Bim*−/− mice treated for 6 h with 500 mg/kg (**A**, **B**) or for 24 h with 300 mg/kg APAP (**C**). Bold dotted line indicates median and weak dotted lines show quartiles. Statistical significance was tested using Two-way ANOVA with Sidak’s multiple comparison test. **D** Western Blot of BCL-xL immunoprecipitation of primary murine hepatocytes (PMH) untreated (UT) or treated for 3 h with 10 mM APAP or 2 ng/ml murine TNF and 30 nM Actinomycin D (ActD). **E** Western Blot of cytosolic (C) and mitochondrial (M) fractions of PMH treated with 10 mM APAP for 6 h.

### BIM contributes to APAP-induced mitochondrial damage and energy crisis

Dysfunctional mitochondria during APAP toxicity are fatal as they provoke a cellular energy crisis forcing the cell into necrosis [8, 15]. BIM-deficient hepatocytes showed attenuated cytochrome c release (Fig. 2E) and reduced loss of mitochondrial membrane potential after APAP challenge (Supplementary Fig. S4A), indicating lower sensitivity towards mitochondrial effects of APAP. Both can be attributed to BIM’s canonical, i.e. MOMP-promoting, function. However, we further hypothesized that BIM possesses an additional, non-apoptotic mode of action related to mitochondrial energy metabolism. Remarkably, we found that BIM-deficient hepatocytes produce more ATP, even under steady state conditions, and were thus better positioned facing the APAP-induced drastic ATP depletion (Fig. 3A, Supplementary Fig. S4B). In detail, untreated BIM-deficient hepatocytes displayed a greater increase in glycolytic than mitochondrial energy production (from 14% to 30% glycoATP, from 86% to 112% mitoATP, compared to wild type hepatocytes), which might represent the critical advantage as APAP mainly targets mitochondrial ATP production (Fig. 3A, Supplementary Fig. S4B). This was underpinned by more lactate production in BIM-deficient hepatocytes (Supplementary Fig. S4C). Remarkably, this bioenergetic profile shift was accompanied by a pronounced change from fused, elongated mitochondria in wild type cells to increased mitochondrial fission in BIM-deficient hepatocytes (Fig. 3B), representing a hallmark of glycolytically active cells [24, 25]. Increased mitochondrial fission and increased glycolysis upon BIM depletion was confirmed in HepG2 and IHH cells (Supplementary Fig. S3D–G). In contrast to BAX and BAK-deficient cells, HepG2 BIM−/− cells showed still cytochrome c release, which further strengthens our hypothesis of a MOMP-unrelated protection in BIM−/− cells (Supplementary Fig. S3E). Intriguingly, additional BAX and BAK-deficiency did not reverse the phenotype of BIM−/− cells likely because BAX/BAK depletion caused itself an increase in glycolysis and fragmentation of mitochondria (Supplementary Fig. S3F, G). BAX and BAK were shown to regulate mitochondrial morphology independent of apoptosis induction by interacting with Mitofusin 2 and DRP1 [26–28]. We did not find evidence that BIM interacts with DRP1 or Mitofusin 2 (Supplementary Fig. S4H). Furthermore, increased glycolysis in BIM-deficient cells correlated with elevated Hexokinase-I (HK-I) proteins levels in cell lines, hepatocytes and mouse livers, which importantly was not present in BAX/BAK-deficient cells (Fig. 3C, Supplementary Fig. S4I). Taken together, this reduces the likelihood that mitochondrial fragmentation in BIM-deficient cells is based on the same mechanism as in BAX/BAK-deficient cells, and suggests that the fragmentation is a consequence of increased glycolysis. In all experimental systems, APAP caused fragmentation of mitochondria (not shown), which is consistent with earlier results showing that mitochondrial damage is accompanied by mitochondrial fission and swelling [25, 28]. Interestingly, BIM-deficient livers showed in general reduced mitochondrial transcripts, while the cytosolic *Cyp2e1* expression (metabolizing APAP to NAPQI) was unaffected (Fig. 3D). In addition, Parkin protein levels were remarkably increased in BIM-deficient cells across different organs (Supplementary Fig. S4G, H). The fragmented mitochondrial morphology together with the elevated mitophagy and glycolysis markers suggest a reduced dependency on mitochondria in cells lacking BIM. BIM-deficient HepG2 cells and splenocytes isolated from *Bim*−/− mice showed reduced basal mitochondrial membrane potential compared to wild type cells (Supplementary Fig. S4J), supporting the hypothesis of a reduced dependency on mitochondrial energy production. This correlated with lower sensitivity of BIM-deficient splenocytes to the mitochondrial toxin Rotenone (Supplementary Fig. S4K, L), similar to the protection seen in APAP-treated hepatocytes (Fig. 3A, Supplementary Fig. S4B). The beneficial energy status during APAP intoxication via increased mitochondria-independent energy production was confirmed by attenuated AMPK and stabilized mTOR phosphorylation in APAP-treated BIM-deficient hepatocytes and mice (Fig. 3E, F, Supplementary Fig. S4M).

**Fig. 3:**
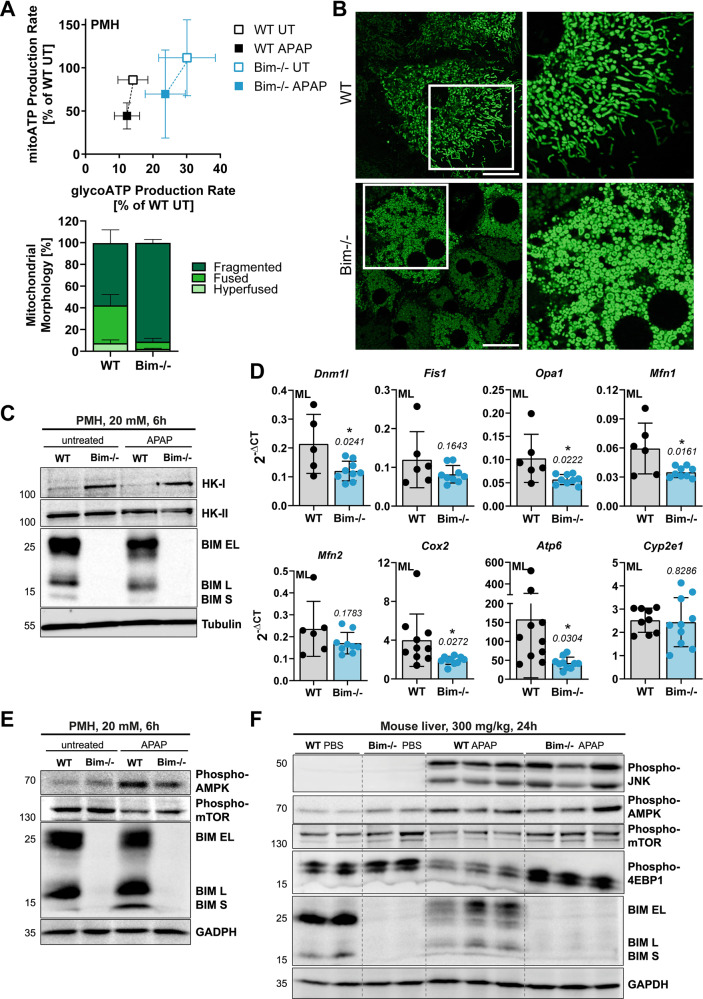
BIM contributes to APAP-induced mitochondrial damage and energy crisis. **A** Energy Map of Seahorse Induced ATP Rate Assay with medium (UT) or APAP injection (final 15 mM APAP) of primary murine hepatocytes (PMH), *n* = 4–8. Data normalized to sum of mito- and gylcoATP of WT untreated PMH. **B** Representative confocal images of MitoTracker Green-stained PMH and quantification of mitochondria morphology based on length to width ratio, *n* = 3. Scale bar 20 µm. **C** Western Blot of PMH treated with 20 mM APAP for 6 h. **D** Transcript levels of untreated murine livers (ML) of WT and *Bim*−/− mice. **E, F** Western Blot of PMH treated with 20 mM APAP for 6 h (**E**) and ML of mice treated with 300 mg/kg APAP for 24 h (**F**). Data points and/or bar graphs are mean +/− SD with *n* as independent biological replicates. Statistical significance was tested using unpaired Student’s *t* test (**D**).

### Sensitivity to APAP-induced toxicity is dependent on mitochondrial energy production

To test our hypothesis that BIM-deficient hepatocytes are protected from APAP due to their glycolytic energy phenotype, we analyzed IHH cells, which possess a lower dependency on mitochondrial energy production compared to primary hepatocytes (Fig. 4A). This difference had functional consequences as seen by the opposing sensitivity to glycolysis or mitochondrial complex inhibitors (Supplementary Fig. S5A), and by IHH cells being less sensitive to APAP-induced ATP loss (Fig. 4B). To investigate whether the cellular energy phenotype defines APAP sensitivity, we forced IHH and HepG2 cells to different bioenergetic profiles by culturing them in media without glucose or by deleting Mitofusin-1 and -2 (MFN1/2) proteins (Fig. 4C) [24, 29]. Starved cells showed characteristic elongation of mitochondria (Fig. 4D, left+mid) and increased mitochondria-dependent energy production (Fig. 4E, left+mid, Supplementary Fig. S5B, C). In contrast, MFN1/2 deficiency resulted in mitochondrial hyperfragmentation and elevated glycolysis (Fig. 4D, E, right). Strikingly, increased oxidative phosphorylation in starved cells drastically increased their sensitivity towards the mitochondria-damaging substances Rotenone and APAP, while leaving cisplatin-induced cell death unaffected (Fig. 4F, Supplementary Fig. S5D). Vice versa, increased glycolysis in *MFN1/2*−/− cells reduced sensitivity to APAP and Rotenone (Fig. 4F). These data point out that APAP toxicity critically relies on the cell’s bioenergetic profile, precisely on the dependency on mitochondria as the primary energy supplier.

**Fig. 4:**
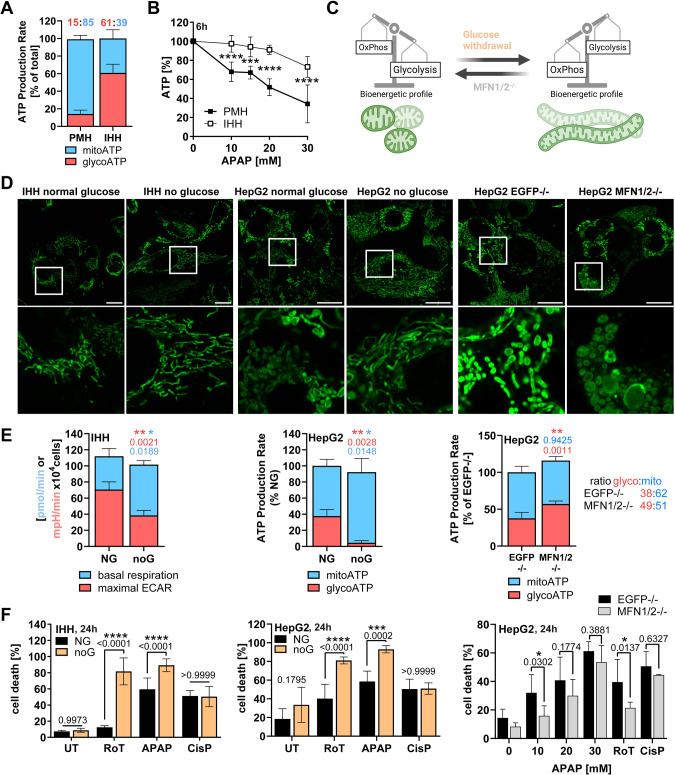
Sensitivity to APAP-induced toxicity depends on mitochondrial energy production. **A** Seahorse Basal ATP Rate Assay of untreated primary murine hepatocytes (PMH) and IHH with glyco/mitoATP ratio above, *n* = 6–8. **B** CellTiter-Glo Assay of PMH and IHH cells treated for 6 h, *n* = 4–9. **C** Working hypothesis: Glucose withdrawal shifts cell lines to oxidative phosphorylation (OxPhos) dependency and elongated mitochondria (green), while MFN1/2 knockout reverses the phenotype. **D** Representative confocal images of MitoTracker Green-stained untreated IHH and HepG2 cultured in different glucose concentrations. Scale bar 20 µm. **E** Seahorse Mito Stress Test Assay of IHH (left) or Basal ATP Rate Assay of HepG2 (mid+right) cultured in normal (NG) or no glucose (noG). Basal respiration and maximal ECAR surrogate for mitochondrial and glycolytic activity. Statistical significance tested by comparing mitoATP and glycoATP independently. *n* = 3 (all). **F** FACS analysis of AnnexinV-FITC + IHH and HepG2 treated with 20 mM APAP for 24 h and cultured in NG or noG. *n* = 3–6 (left), *n* = 4 (mid), *n* = 4 (right). Data points and/or bar graphs are mean +/− SD with *n* as independent biological replicates. Statistical significance was tested using unpaired Student’s *t* test (**E**) or Two-way ANOVA with Sidak’s multiple comparison test (**B**, **F**).

### Glycolysis-mediated energy production rescues from APAP toxicity

To answer whether shifting primary cells from mitochondria-dependent to -independent energy production causes a protective effect, we cultured murine hepatocytes in high glucose (HG) media, which elevated glycolysis, without affecting oxidative phosphorylation (Fig. 5A, B, Supplementary Fig. S6A, B). Nutrient excess resulted in mitochondrial fragmentation, while starved hepatocytes displayed hyperfused mitochondria (Fig. 5C). Of note, the ratio of fused/fragmented mitochondria in the high glucose condition very much resembled that of BIM-deficient cells (Fig. 3B). Similar to BIM- or MFN1/2-deficient cells, high glucose conditioning decreased the sensitivity towards mitochondrial-damaging agents Rotenone and APAP (Fig. 5D, E, Supplementary Fig. S6C–E), while culturing in low glucose increased the sensitivity to APAP-induced necrosis (Supplementary Fig. S6F), generating a strong correlation between glucose concentration and APAP sensitivity (Fig. 5E). Cotreatment with the glycolysis inhibitor 2-Deoxyglucose abolished the glucose-mediated protection, reinforcing the link between APAP sensitivity and glycolytic ATP production (Supplementary Fig. S6D). The protective effect of glucose could be also confirmed in primary human hepatocytes (Supplementary Fig. S6E). Importantly, in vivo glucose administration 1 h prior to treatment with APAP for 6 h or 24 h resulted in increased blood sugar levels (Supplementary Fig. S6G) and a significant reduction in serum ALT and necrotic areas (Fig. 5F–H). Interestingly, glucose seemed to be more efficient in preventing toxicity at lower APAP doses and longer treatment time. Importantly, caspase activation could not be restored under any of these conditions, and also not in livers of BIM-deficient mice (Supplementary Fig. S7). This challenges the current dogma that APAP-induced cell death is necrotic because of the emerging energy crisis, but rather suggests additional APAP-induced processes that prevent caspase activation.

**Fig. 5:**
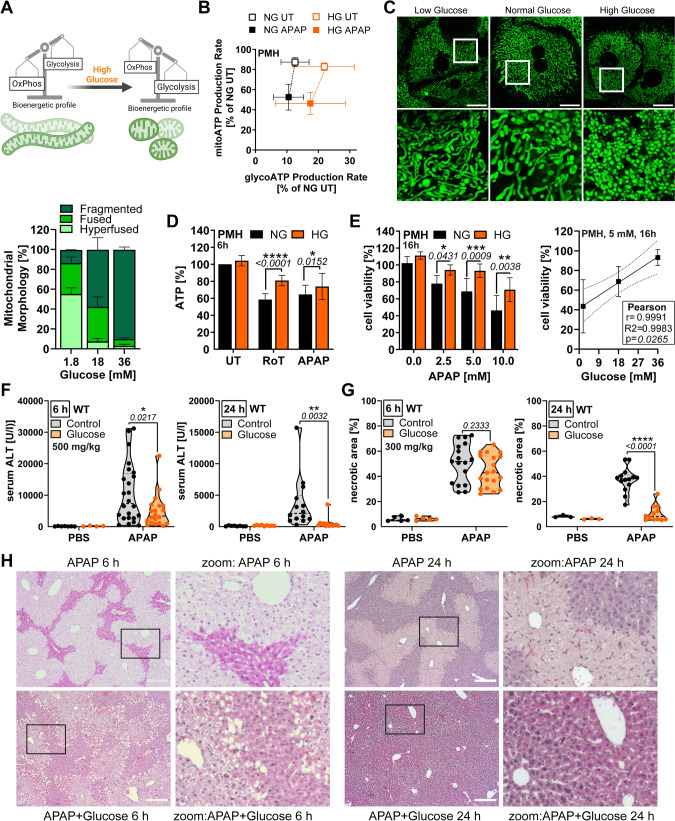
Glycolysis-mediated energy production rescues from APAP toxicity. **A** Working hypothesis: Glucose administration shifts primary cells to glycolysis dependency and fragmented mitochondria (green). **B** Energy Map of Seahorse Induced ATP Rate Assay with medium (untreated, UT) or APAP injection (final 15 mM) of primary murine hepatocytes (PMH) cultured in normal glucose (NG) or high glucose (HG), *n* = 3–8. Data normalized to sum of mito- and gylcoATP of NG-conditioned, untreated PMH. **C** Representative confocal images of MitoTracker Green-stained PMH cultured in different glucose concentrations with quantification of mitochondria morphology based on length to width ratio, *n* = 3. Scale bar 20 µm. **D** CellTiter-Glo Assay of PMH cultured in NG or HG and treated with 10 mM APAP or Rotenone for 6 h, *n* = 3. **E** MTT assay of PMH cultured in NG or HG and treated with APAP for 16 h, *n* = 7. **F**–**H** Serum ALT and necrotic area of scored from H&E-stained histology images of mice treated for 6 h with 500 mg/kg (left) or for 24 h with 300 mg/kg APAP (right) with optional injection of 2.5 g/kg glucose 1 h prior to APAP. Bold dotted line indicates median and weak dotted lines show quartiles. Scale bars 250 µm (**G**). Data points and/or bar graphs are mean +/− SD with *n* as independent biological replicates. Statistical significance was tested using Two-way ANOVA with Sidak’s multiple comparison test (**D**–**G**).

### Fasting is beneficial by priming for antioxidant and autophagy responses prior to APAP intoxication

To assess whether the nutritional status, and specifically the blood glucose levels, determine the degree of AILI, as we would predict from our in vitro experiments (Fig. 5D), we compared APAP sensitivity of fasted and non-fasted mice (Fig. 6A). Prior to APAP challenge, non-fasted mice displayed intermediate blood glucose and energy status as visualized by the degree of AMPK phosphorylation (Fig. 6B, Supplementary Fig. S8A, B). Fasting of animals before APAP injection is a standard procedure and seen as pre-requisite for AILI induction ever since AILI animal models were studied [30, 31]. Thus, rather surprising, we saw no correlation between blood glucose levels and liver damage (Fig. 6C), and although serum ALT levels and necrotic area were not significantly different (Supplementary Fig. S8C, D), non-fasted mice died earlier than their fasted littermates (Fig. 6D). The early mortality of non-fasted mice seemed to result from more progressed hepatocyte necrosis accompanied by extensive hemorrhage in the surrounding tissue (Fig. 6E, F). To understand the reason behind this observation, we compared gene expression of fasted, non-fasted and fasted animals that received glucose injection, in the absence of APAP treatment. Fasting resulted in the upregulation of antioxidant response (ARE) and autophagy genes, and additional glucose treatment reduced these effects (Fig. 6G). Notably, the fasting-mediated upregulation of autophagy genes was persistent and not abrogated by re-feeding mice after APAP injection (Supplementary Fig. S8E). 

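Liver RNA labelled as from male C57BL/6 wild-type mice, fasted overnight or non-fasted, was sequenced with 2 libraries per group. All 14 hepatocyte markers, among them albumin (Alb) and apolipoprotein Apoa1, were higher in the fasted libraries, by a median log2 fold change of 1.83 after median-of-ratios scaling. The non-fasted libraries held 13 abundant genes of placental trophoblast cells, listed after they had been seen. Together these took 10.3% and 10.4% of the non-fasted counts (Wilson 95% intervals 10.30 to 10.32% and 10.39 to 10.41%), against 9 counts in each fasted library. Among them, Tpbpa, a marker of the spongiotrophoblast, had 764320 and 770857 counts in the non-fasted libraries and 3 and 0 in the fasted libraries. Genes of the same families outside the list, such as Psg28 and Prl8a8, had 87651 and 69503 counts in non-fasted library 1 and none in the fasted libraries. The share of the 13 genes is therefore not the whole of such RNA. Gene counts summed to 13541405 and 13528015 in the fasted libraries and to 36975921 and 36943535 in the non-fasted libraries. The sample titles give the groups used here, whereas another label field lists fasting for all 4 libraries, and the legend of Fig. 6H speaks of hepatocyte RNA where the labels name liver. The male label conflicts with Xist, an RNA of the inactive X chromosome of females. It had 25772 and 26316 counts in the non-fasted libraries, against 2 and 1 in the fasted.

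**Figure D1:**
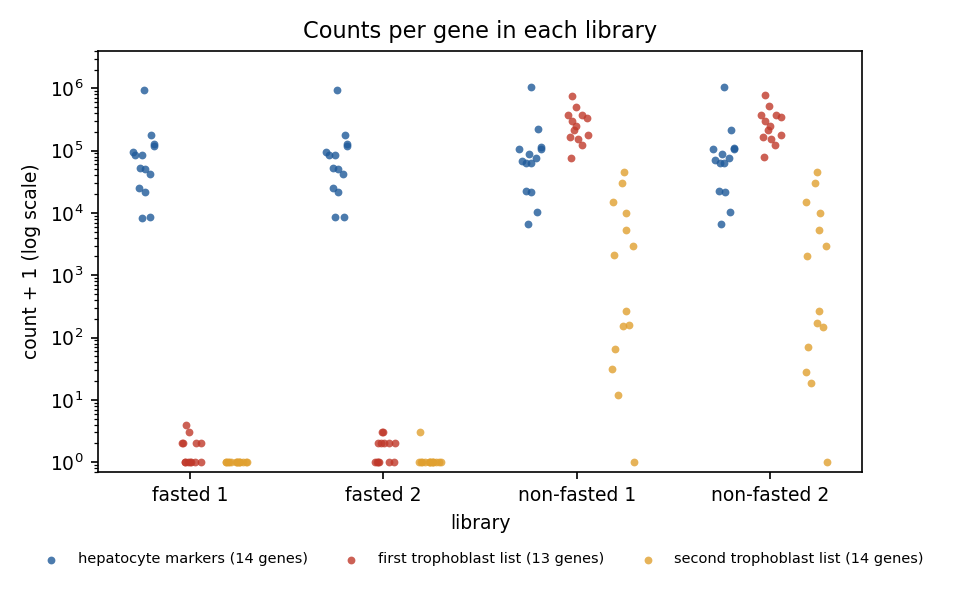
Counts per gene plus 1, on a log scale, in each of the 4 libraries. Points are single genes: 14 hepatocyte markers, 13 trophoblast genes listed after they were seen, and 14 trophoblast genes listed before their counts were looked at. In the fasted libraries no trophoblast gene exceeds 3 counts.

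The authors' files hold raw counts per gene. The submitters' processing notes name Trimmomatic, STAR, featureCounts and DESeq2 and the mouse build GRCm39 (mm39). Libraries of a group differed by little more than counting error. The squared deviation per gene, which is 1 for counting error alone, was 1.11 over 12319 genes in the fasted pair and 1.13 over 16086 genes in the non-fasted pair (chi-square p = 1.6e-18 and 2.2e-30). Since each pair did differ beyond counting error, the libraries were kept as 2 per group, at a common biological coefficient of variation of 0.00988. The legend of Fig. 6 describes n in general as independent biological replicates, and no source used here ties a library to a mouse, so p-values measure only the spread between these libraries, which may be technical. Counts were scaled by median of ratios and tested with edgeR's quasi-likelihood test in 15470 genes, at a Benjamini-Hochberg adjusted p of 0.05. Normalized counts use factors from all genes and the fit uses factors from the tested genes, so log2 fold changes lie 0.026 above those of the normalized counts. The test, the gene lists and the other settings, apart from those named as chosen later, were fixed before the data were examined. In fasted livers, 5756 genes were higher and 6965 lower. This split moved to 3550 higher and 9699 lower with total counts alone, and to 627 and 14100 with scaling to the 14 hepatocyte markers, an alternative chosen after the data had been seen. For abundant genes edgeR's deviance is inexact at so small a spread, and with the deviance computed exactly, also chosen after, 5782 genes were higher and 7011 lower.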

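Genes of fatty acid oxidation, the respiratory chain and the proteasome were mostly higher in fasted livers after median-of-ratios scaling, and those of the respiratory chain and the proteasome mostly turned lower once the hepatocyte markers were set equal between the groups. All 26 genes of fatty acid oxidation rose (26 when adjusted over the list alone), with a median log2 fold change of 2.14, and 21 were higher and 3 lower under hepatocyte-marker scaling. Ehhadh (Entrez gene 74147), a peroxisomal enzyme of β-oxidation, had 19640 ± 217 normalized counts (SD, n = 2) in fasted and 2053 ± 20.6 (SD, n = 2) in non-fasted livers. This is a log2 fold change of 3.28 (standard error 0.018, adjusted p = 2.7e-16 from the quasi-likelihood test with its deviance computed exactly). Of 24 targets of PPARα, the transcription factor of the fasting response, 21 rose and 3 fell (21 and 3 when adjusted over the list alone), with a median of 2.84, and 21 were higher and 3 lower under hepatocyte-marker scaling. Among the highest were Cyp4a14 at 7.75 and Cyp4a10 at 5.76, ω-hydroxylases whose close paralogs may share reads, and Angptl4 at 3.96. The 3 that fell were Pdk4, a kinase that restrains glucose oxidation, at -0.82, the thioesterase Acot2 at -0.35 and the carnitine transporter Slc22a5 at -0.55. The call of Acot2 was lost by DESeq2 and limma-voom (adjusted p = 0.113 and 0.0634, at -0.38 and -0.34), and by edgeR with upper quartile scaling, no filter, thinning to equal totals, each fixed coefficient of variation, a minimum fold of 2 and without fasted library 1, fasted library 2 or non-fasted library 2, where its log2 fold change was from -0.38 to -0.24.
Of 74 nuclear genes of oxidative phosphorylation, 73 rose and 1, Atp5g2 of the ATP synthase, did not pass the test at 0.62 (73 higher when adjusted over the list alone), with a median of 1.12, and under hepatocyte-marker scaling all 74 were lower, with a median of -0.71. Uqcrfs1, the iron-sulfur subunit of complex III, went from 1.63 to -0.19 between these scalings, and Ndufa6 of complex I from 1.47 to -0.36. All 8 mitochondrially encoded genes tested rose (8 over the list alone), with ND4 at 1.92, whereas 2 were higher and 5 lower with the hepatocyte markers set equal. The citric acid cycle followed, with 14 of 14 genes higher (14 adjusted over the list alone), Suclg1 at 1.85, and 12 lower under hepatocyte-marker scaling. Among 39 proteasome genes, 35 rose and 2, Psmd1 and Psmd8, fell (the same numbers adjusted over the list alone), with 22 higher and 8 lower by total counts and all 39 lower under hepatocyte-marker scaling. Psme4, a proteasome activator, was at 1.16 by median of ratios and -0.67 by hepatocyte markers. Of 42 genes of the autophagy machinery, 24 rose and 8 fell (23 and 8 when adjusted over the list alone), whereas 13 were higher and 25 lower with total counts and all 42 lower under hepatocyte-marker scaling. Atg3, which lipidates the ATG8 proteins of autophagosomes, and Gabarapl1, itself an ATG8 protein, were at 1.25 and 1.17 by median of ratios and at -0.58 and -0.66 by hepatocyte markers, and Wipi1 was at -1.57 and -3.39. Of 31 targets of NRF2, the regulator of the antioxidant response, 24 rose and 6 fell (the same numbers adjusted over the list alone), against 7 higher and 21 lower under hepatocyte-marker scaling. Aox1 and the epoxide hydrolase Ephx1 rose by 2.57 and 2.54 and the cystine transporter Slc7a11 had no count in the fasted and 43 and 60 counts in the non-fasted libraries.

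**Figure D2:**
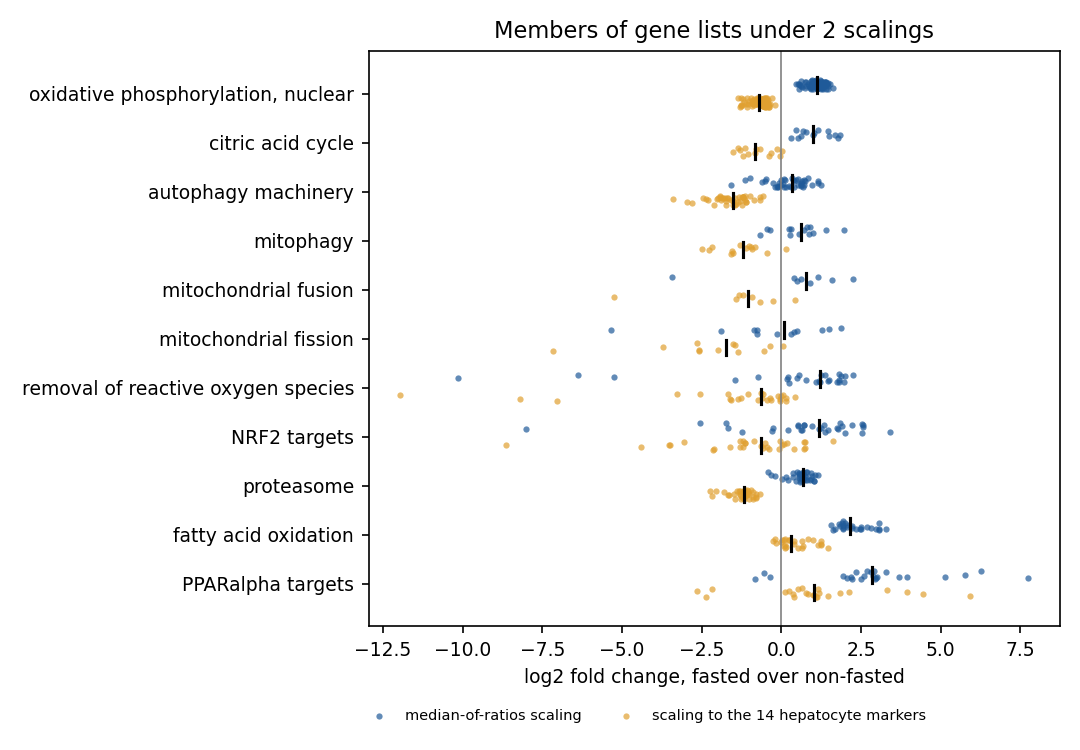
Log2 fold change, fasted over non-fasted, of each member of 11 gene lists after median-of-ratios scaling (blue) and after scaling to the 14 hepatocyte markers (yellow). Points are genes and black bars medians. The medians of fatty acid oxidation and of the PPARα targets lie above 0 under both scalings, and the other medians lie above 0 in blue and below 0 in yellow.

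Against other genes, camera with a preset correlation of 0.01 gave adjusted p = 9.8e-11 for fatty acid oxidation, 6.3e-07 for PPARα targets and also for the proteasome, 4.8e-16 and 2.7e-04 for the nuclear and mitochondrial genes of oxidative phosphorylation, 4.1e-05 for the citric acid cycle, 2.7e-04 for NRF2 targets and 0.0143 for autophagy. With an estimated correlation these calls were lost, at adjusted p = 0.219 for mitochondrially encoded genes and autophagy and 0.208 for the others. Under that setting 0 of all 36 lists passed. Lists with an estimated correlation below the preset 0.01 were lost too, such as the citric acid cycle (-0.050) and NRF2 targets (-0.027). Losses under this setting, here and below, therefore do not show that correlation between genes made the calls. Scaled to total counts, camera gave adjusted p = 0.412 for autophagy.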

Liver bulk RNA sequencing confirmed, next to several catabolic processes, a strong induction of oxidative phosphorylation, autophagy and oxidative stress responses (Fig. 6H, Supplementary Fig. S8F, G). 

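Of 8 genes of mitochondrial fusion, 7 were higher in fasted livers and 1 was lower by median of ratios (7 and 1 when adjusted over the list alone), whereas 7 were lower under hepatocyte-marker scaling. Opa1 (Entrez gene 74143), the GTPase of inner membrane fusion, had 2790 ± 54.2 normalized counts (SD, n = 2) in fasted and 1279 ± 14.3 (SD, n = 2) in non-fasted livers, a log2 fold change of 1.15 (standard error 0.032, adjusted p = 1.6e-09 from edgeR's quasi-likelihood test). The mitofusins of the outer membrane rose less: Mfn1 (Entrez gene 67414) from 1002 ± 25.5 to 1521 ± 30.1 (log2 fold change 0.63, standard error 0.040) and Mfn2 (Entrez gene 170731) from 1638 ± 42.0 to 2270 ± 59.4 (0.50, standard error 0.037). Miga2, which promotes fusion at the outer membrane, was at 1.58 and its paralog Miga1 at -3.41. These rises depend on the scaling: under hepatocyte-marker scaling Opa1, Mfn1 and Mfn2 were at -0.68, -1.20 and -1.33, and Pld6 was at 0.44, not past the threshold. With total counts alone 5 were higher and 2 lower, and Mfn2 was at -0.0080.
Of 12 genes of mitochondrial fission, 6 rose, 5 fell and Mtfr2 did not pass the test at -0.84 (the same numbers when adjusted over the list alone), with 3 higher and 8 lower with total counts and 11 lower under hepatocyte-marker scaling. Mff (Entrez gene 75734), a receptor of the fission GTPase, fell from 1240 ± 1.65 to 721 ± 16.3 (log2 fold change -0.76, standard error 0.043, adjusted p = 2.5e-07 from the edgeR test). Dnm1l (Entrez gene 74006), which encodes that GTPase DRP1, had 1154 ± 15.7 normalized counts in fasted and 1299 ± 1.33 in non-fasted livers (log2 fold change -0.14, adjusted p = 0.00584 from edgeR). Its call was lost without fasted library 1 or 2 (adjusted p = 0.150 and 0.0632) and with upper quartile scaling (adjusted p = 0.587), at -0.10, -0.13 and -0.027, and with each fixed coefficient of variation, all from edgeR. Spire1 and Inf2, actin nucleators that act at fission sites, fell further, to -5.34 and -1.88, and Dnm2 fell to -0.75. The 13 abundant trophoblast genes, which alone took 10.3% and 10.4% of the non-fasted counts, moved the same way as these falls. The falls were not tested apart from RNA of placenta. The fission genes Mtfp1 and Mtfr1 rose by 1.88 and 1.48 and were at 0.046 and -0.35 by hepatocyte markers. Oma1, the protease that cleaves OPA1, was at 0.42 by median of ratios, -0.086 by total counts and -1.41 by hepatocyte markers. Camera gave adjusted p = 0.0255 for fusion, lost with an estimated correlation (adjusted p = 0.219), and 0.650 for fission. Over all 18 genes of Fig. 6H, 16 were higher and 2 lower in fasted livers (the same numbers adjusted over the list alone), against 2 and 14 under hepatocyte-marker scaling. Without fasted library 1 or 2 the lower genes went from 2 to 1. The study chose these genes on these libraries, so their count is not independent evidence of the direction.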

Fasting provoked mitochondrial fusion indicated by upregulation of fusion and downregulation of fission genes (Fig. 6H, right), which presumably promotes more efficient mitochondrial energy production despite glucose deprivation. 

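Genes of antioxidant enzymes were mostly higher in fasted livers by median of ratios, but most of them rose by less than the hepatocyte markers. Catalase (Cat, Entrez gene 12359), which breaks down hydrogen peroxide, rose from 25137 ± 225 to 97709 ± 60.5 normalized counts (SD, n = 2 per group), a log2 fold change of 1.98 (standard error 0.011, adjusted p = 2.6e-16 from the quasi-likelihood test with its deviance computed exactly), and was at 0.16 under hepatocyte-marker scaling. The superoxide dismutases Sod1 of the cytosol and Sod2 of mitochondria were at 1.80 and 1.74, and glutathione peroxidase Gpx1 at 1.82; under hepatocyte-marker scaling they were at -0.030, -0.089 and -0.012, where the hepatocyte markers themselves spread from -0.69 to 0.46. Of 26 genes for the removal of reactive oxygen species, 21 rose and 5 fell (the same numbers when adjusted over the list alone), against 16 and 8 by total counts and 3 and 19 under hepatocyte-marker scaling. Selenop, the plasma selenoprotein made by liver, rose by 2.26. The 5 that fell were Gpx3, Gpx8, Glrx5, Sod3 and Gpx7, and Gpx3, a secreted peroxidase, had 37 and 38 raw counts in the fasted and 164400 and 163149 in the non-fasted libraries. These falls go the same way as those of the 13 abundant trophoblast genes, which alone took 10.3% and 10.4% of the non-fasted counts. They were not tested apart from RNA of placenta. Nfe2l2, the gene of NRF2, rose from 1022 ± 12.1 to 1542 ± 70.3 (0.62, standard error 0.041) and was at -1.21 by hepatocyte markers. Gsta1, a glutathione transferase with close paralogs that may share its reads, had 22.4 ± 4.16 normalized counts in fasted and 2.04 ± 0.720 in non-fasted livers, and stayed higher under hepatocyte-marker scaling, at 1.62.
The autophagy genes of Fig. 6H rose as well. Atg5, needed for LC3 lipidation, rose from 764 ± 19.0 to 1475 ± 14.0 (0.97), the kinase Ulk1 from 1061 ± 2.40 to 1604 ± 56.4 (0.62), the cargo receptor Sqstm1 from 7844 ± 8.07 to 11854 ± 13.1 (0.62) and Map1lc3b, encoding LC3B, from 1141 ± 13.4 to 1464 ± 17.6 (0.39). Map1lc3b was at -0.12 with total counts, and by hepatocyte markers Atg5, Ulk1, Sqstm1 and Map1lc3b were at -0.85, -1.21, -1.21 and -1.44. Of 14 mitophagy genes, 10 rose and 3, Bnip3l, Fundc1 and Nipsnap2, fell (the same numbers when adjusted over the list alone), with 7 higher and 5 lower by total counts and 13 lower under hepatocyte-marker scaling. The kinase Pink1 rose from 3065 ± 76.1 to 4953 ± 71.4 (0.72, standard error 0.033) and the receptor Bnip3 from 2063 ± 53.5 to 2957 ± 0.508 (0.55, standard error 0.034), and they were at -1.11 and -1.28 by hepatocyte markers. With fixed coefficients of variation of 0.2 and 0.4 and with total counts Bnip3 no longer passed the edgeR test (for total counts adjusted p = 0.281). Nipsnap1, a mitochondrial protein that recruits autophagy receptors, was at 1.98 and 0.15. Camera gave adjusted p = 4.2e-04 for the removal of reactive oxygen species and 0.0143 for mitophagy, and both calls were lost with an estimated correlation (adjusted p = 0.208).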

Although this concomitantly increases ROS production, fasting also led to pronounced antioxidant- and autophagy/mitophagy-related gene expression (Fig. 6H, right). Hence, fasting prepares the cells for APAP-induced low energy, high ROS conditions by previously inducing these processes that are well-established to be protective against APAP toxicity [32–34]. 

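Genes that metabolize APAP itself were higher in fasted livers by median of ratios, in part also under hepatocyte-marker scaling, and lysosomal genes were mostly lower by both. All 14 genes of APAP metabolism rose by median of ratios (14 when adjusted over the list alone), with a median log2 fold change of 1.91, and 7 were higher and 5 lower under hepatocyte-marker scaling. Cyp2e1 (Entrez gene 13106), the main oxidase that turns APAP into its reactive metabolite, had 236148 ± 503 normalized counts (SD, n = 2) in fasted and 36007 ± 465 (SD, n = 2) in non-fasted livers (log2 fold change 2.74, standard error 0.011, adjusted p = 5.1e-17 from the quasi-likelihood test with its deviance computed exactly), and stayed higher by hepatocyte markers, at 0.91. Gclc, the catalytic subunit for glutathione synthesis, and the conjugate exporter Abcc3 rose by 2.23 and 2.54, and by 0.40 and 0.71 under hepatocyte-marker scaling. Of 56 lysosomal genes, 37 fell and 12 rose (the same numbers when adjusted over the list alone), with 50 lower by total counts and 55 by hepatocyte markers. The 13 abundant trophoblast genes, at 10.3% and 10.4% of the non-fasted counts, were lower in fasted livers as well. The membrane protein Lamp2 was at 1.05 by median of ratios and -0.78 by hepatocyte markers, Psap, the precursor of the saposins, at -1.64 and -3.47, and the tetraspanin Cd63 at -7.20 and -9.02. Camera gave adjusted p = 1.5e-06 for APAP metabolism and 0.0164 for the lysosome, and with an estimated correlation both calls were lost (adjusted p = 0.208). The paper reads the higher fusion and lower fission genes in fasted livers as mitochondrial fusion, which it presumes to make energy production more efficient. From the higher antioxidant, autophagy and mitophagy genes it concludes that fasting readies cells for the energy loss and oxidative stress that follow APAP. The paper also reports higher antioxidant and autophagy transcripts on fasting in Fig. 6G, and autophagy genes that stayed up after re-feeding. Those measurements were not re-analysed here.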

Of note, all key events in APAP- and other metabolism-targeting agents-induced liver damage, including catabolic processes, autophagy, mitochondrial morphology, cellular respiration, and oxidative stress, are strongly interconnected and strikingly involve the contribution of several BCL-2 proteins (Supplementary Fig. S9). This intertwined net proposes non-apoptotic roles of BCL-2 proteins in regulating general stress responses that thus may also modulate necrotic forms of cell death.

**Fig. 6:**
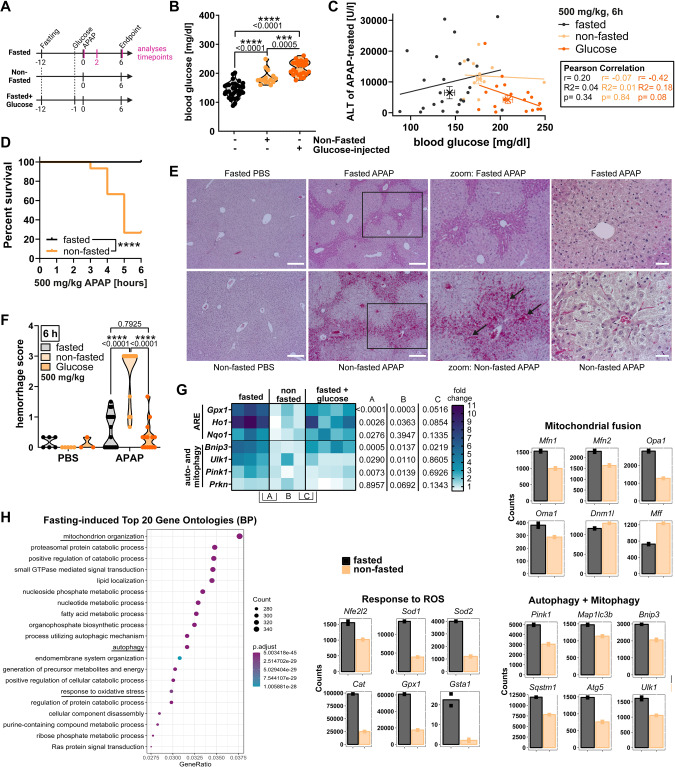
Fasting is beneficial by priming for antioxidant and autophagy responses prior to APAP intoxication. **A** Illustrated timeline of animal experiments with fasting 12 h prior to PBS/APAP injection and glucose injection 1 h prior to PBS/APAP injection. Glucose levels in (B + C) were measured at t = 0. Gene expression in (G) was measured at t = 2. ALT and liver damage was measured at t = 6. **B** Blood glucose levels of mice 1 h after 2.5 g/kg glucose injection, and of mice non-fasted or fasted overnight. Bold dotted line indicates median and weak dotted lines quartiles. **C** Correlation between serum ALT of mice treated with 500 mg/kg APAP for 6 h and respective blood glucose prior to APAP treatment. Crosses indicate group median +/− SEM. Statistical significance and linear fit was calculated by Pearson correlation. **D** Kaplan–Meier survival curve of fasted and nonfasted mice treated with APAP (6 h, 500 mg/kg APAP), *n* = 26 (fasted), *n* = 15 (non-fasted). Statistical significance was calculated using Gehan–Breslow–Wilcoxon test. **E**, **F** Representative images of H&E-stained liver sections and hemorrhage scoring of fasted or non-fasted mice treated with 500 mg/kg APAP for 6 h. Scale bars 250 µm (left), 50 µm (right). **G** Transcript levels of livers from nonfasted/fasted mice 2 h after glucose injection. Heatmap shows fold change to nonfasted and respective statistical significances on the right. **H** Fasting-induced gene ontologies of hepatocyte DEGs (left) and gene expression counts of selected DEGs (right) from overnight fasted mice analyzed by hepatocyte bulkRNA sequencing. BP biological process. Data points and/or bar graphs are mean +/− SD with *n* as independent biological replicates. Statistical significance was tested using Two-way ANOVA with Sidak’s multiple comparison test (**B**, **F**, **G**).

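Reactome pathways stand in here for the gene ontologies, whose annotation was not used here. Among genes higher in fasted livers by median of ratios, the citric acid cycle with respiratory electron transport led, with 116 of 129 genes where 51.9 would fall there by chance (hypergeometric test, adjusted p = 6.2e-30). Its part respiratory electron transport had 73 of 73 (29.3 by chance). Amino acid metabolism had 135 of 172 (69.1 by chance, adjusted p = 5.1e-23), biological oxidations, which hold the cytochrome P450 and conjugating enzymes, 119 of 149 (59.9 by chance), and mitochondrial translation 75 of 88 (35.4 by chance). Proteasomal pathways were also among the first 25, such as COP1 degradation with 43 of 49 genes. With the hepatocyte markers set equal, respiratory electron transport passed for neither higher nor lower genes and mitochondrial translation passed for lower genes, with 88 of 88 (79.5 by chance, adjusted p = 0.00502). As 14100 of the 15470 tested genes were lower under this scaling, a pathway could hardly exceed chance among lower genes. Not passing there does not mean no change: all 74 nuclear genes of oxidative phosphorylation were lower. For higher genes biological oxidations led with 47 of 149 genes (7.47 by chance, adjusted p = 2.2e-23), and lipid metabolism had 68 of 457 (22.9 by chance). Amino acid metabolism kept 34 genes, and mitochondrial β-oxidation had 7 of 15 (0.752 by chance, adjusted p = 1.7e-04). Genes lower in fasted livers were most enriched for extracellular matrix organization, with 143 of 205 (90.3 by chance, adjusted p = 2.7e-11), and the 13 abundant trophoblast genes, at 10.3% and 10.4% of the non-fasted counts, were lower too. The tests covered 876 pathways over the 5147 tested genes found in any pathway, of which 128 passed for higher and 47 for lower genes. Under hepatocyte-marker scaling 32 passed for higher genes, 25 of them under both, and 69 for lower genes, among them the cell cycle with 434 of 445 (402 by chance). Genes of a pathway are not independent, so these p-values rank pathways.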

### Increased glycolysis allows fasting-initiated autophagy to remove damaged mitochondria

Since induction of auto- and mitophagy seem to be decisive for the reduced pathology of fasted APAP-treated mice, we next aimed to understand how BIM deficiency or glucose administration, both promoting a glycolytic energy profile, affect these processes. APAP treatment of not glucose-treated wild type mice caused a pronounced downregulation of autophagy genes after 24 h compared to PBS (Fig. 7A, B). In contrast, BIM-deficient or glucose-treated mice showed elevated autophagy and mitochondrial biogenesis gene expression compared to APAP-treated control mice (Fig. 7A, B, APAP). It must be noted that APAP-treated wild type mice experienced more severe liver damage compared to the other conditions (Figs. 2 and 5) implicating that those liver samples contain more dead/dying cells. Dying cells presumably decrease gene expression. However, as we used similar levels of cDNA for quantitative RT-PCR and further normalized the resulting data to β-actin mRNA, it is reasonable to draw conclusions on relative changes. Although APAP treatment resulted in lipidation of LC3B protein, a hallmark of ongoing autophagy, simultaneous p62 accumulation suggested a blocked autophagic flux in wild type livers (Fig. 7C). In contrast, in glucose-treated mice, p62 did not accumulate and LC3B was processed, indicating successful execution of autophagy and removal of damaged organelles (Fig. 7C). Bafilomycin A co-treatment resulted in p62 accumulation in glucose- and APAP-treated hepatocytes, confirming ongoing autophagy in glycolytic cells (Supplementary Fig. S10A). Autophagic flux describes that autophagic vesicles fuse with lysosomes, in which the disassembly of engulfed components takes place. It is believed that smaller lysosomes are less acidic and rather catabolically inactive [35]. Accordingly, total numbers and size of remaining lysosomes were reduced upon APAP treatment, which was considerably less pronounced in BIM-deficient or high glucose-conditioned hepatocytes (Fig. 7D, E). Interestingly, BIM deficiency went along with an in general increased lysosome abundancy (Fig. 7D, E). Lysotracker and Cathepsin B staining confirmed these findings (Supplementary Fig. S10B). Low oxidative stress is required for lysosomal acidity and functionality of lysosomal proteases. And remarkably, hepatocytes with a glycolytic profile showed significantly reduced steady-state mitochondrial ROS production (Fig. 7F), explaining their lysosomal phenotype and their ability to finish autophagy. Although oxidative stress increased after APAP treatment in all conditions, it was substantially delayed in glucose-conditioned hepatocytes and accelerated in starved cells (Supplementary Fig. S10C). This was confirmed by GSH measurement in primary hepatocytes and mitochondrial ROS measurement in HepG2 cells (Supplementary Fig. S10D, E). Importantly, reduced mitochondrial ROS production strongly correlated with mitochondrial fission, i.e. lower dependency on mitochondria as energy source (Fig. 7G). Notably, the beneficial effects of increased glycolysis on APAP-induced ROS production were also observed at low oxygen levels, i.e. under a more physiological condition (Supplementary Fig. S10F). Hence, glycolytic cells may be damaged by APAP likewise as mitochondria-dependent cells, however, due to their lower ROS levels, damaged mitochondria can be recycled via lysosomal autophagy and cells can recover (Fig. 7H). This line of argumentation is supported by Song and Hwang et al. that demonstrated that glucose-deprived cells are in general less capable of autophagy execution [36]. The autophagic flux is blocked due to elevated ROS resulting from higher oxidative phosphorylation rates preventing lysosomal acidification [36]. Worth mentioning, BIM-deficient hepatocytes show similarly low ROS levels than glucose-conditioned cells (Fig. 7G), although BIM deficiency also resulted in higher oxidative phosphorylation activity (Fig. 3), suggesting an additional mechanism how BIM regulates redox homeostasis. In summary, our study reveals that nutritional conditions critically determine AILI severity. Preceding caloric restriction initiates autophagy induction, which is further induced upon APAP intoxication. However, autophagy can only be executed in cells with a predominant glycolytic profile as they have reduced ROS and can maintain lysosomal function.

**Fig. 7:**
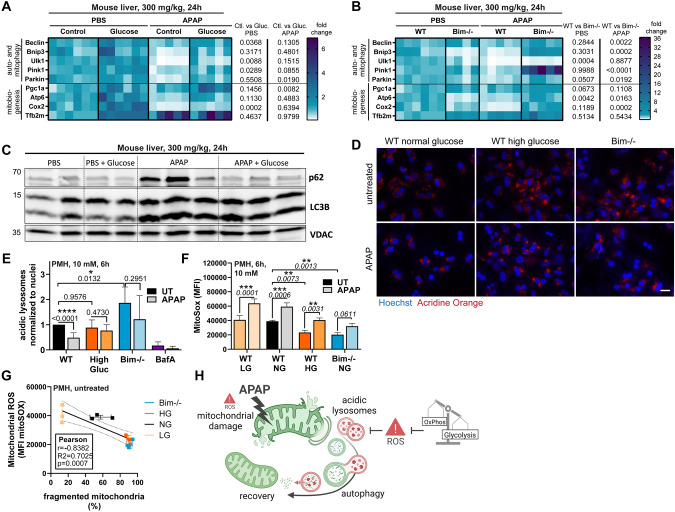
Increased glycolysis allows fasting-initiated autophagy to remove damaged mitochondria. **A**–**B** Transcript levels of livers of mice treated with 300 mg/kg APAP for 24 h with previous glucose injection (**A**) or *Bim*−/− mice (**B**). Data shows fold change to WT control/PBS and respective statistical significances on the right. **C** Western Blot of liver lysates of mice injected with 300 mg/kg APAP for 24 h with previous glucose injection. **D**–**E** Representative immunofluorescence images (**D**) and quantification (**E**) of Acridine Orange and Hoechst-stained primary murine hepatocytes (PMH) cultured in normal or high glucose (High Gluc) and untreated (UT) or treated with 10 mM APAP or Bafilomycin (BafA) for 6 h, *n* = 4–7. Scale bars 100 µm. Bright Acridine Orange signals were normalized to Hoechst signals. **F** Quantification of median fluorescence intensity (MFI) of MitoSox Red-stained PMH cultured in low (LG), normal (NG), or high glucose (HG) and treated with 10 mM APAP for 6 h, *n* = 3. **G** Correlation between MitoSox Red MFI and fragmented mitochondria calculated from length to width ratio of MitoTracker Green-stained untreated WT/*Bim−/−* PMH cultured in LG, NG, or HG. SD is shown of the displayed *n* = 3. Statistical significance and linear fit calculated from Pearson correlation. **H** Schematic illustration of how reduced mitochondrial dependency circumvents ROS-mediated inhibition of mito/autophagy in response to APAP treatment. Data points and/or bar graphs are mean +/− SD with *n* as independent biological replicates. Statistical significance was tested using Two-way ANOVA with Sidak’s multiple comparison test (**A**, **B**, **E**, **F**).

## Discussion

Drug-induced liver toxicity is one of the severe side-effects of various therapeutic drugs, with AILI as the most frequent and most fatal example. Despite the long history of AILI research, intracellular processes, in particular how hepatocytes ultimately die, are still not fully understood and controversial. Several studies claimed certain compounds to serve as antidotes based on a reduction in apoptotic markers [11], which led to misleading conclusions and overall slowed down effective therapy development. Thus, understanding the paradoxical cell death events induced by APAP intoxication is pivotal for new therapeutic approaches.

Our present study clarifies how BIM promotes necrotic cell death by providing strong evidence for a novel non-canonical, non-apoptotic function of BIM in the regulation of mitochondrial morphology and energy metabolism. Even in untreated cells BIM deletion resulted in fragmented mitochondria and increased glycolysis, which protected hepatocytes from APAP-induced mitochondrial damage, associated drop in cellular ATP levels, ROS generation and ultimately from undergoing oncotic necrosis. Astonishingly, simple glucose administration mimicked the glycolytic phenotype of BIM-deficient hepatocytes, and consequently also protected hepatocytes and mice from AILI. Thus, we here reveal a general rule that hepatocytes’ bioenergetic profile determines the outcome of AILI with predominantly cells dependent on mitochondrial ATP generation being sensitive to APAP toxicity. Increased glycolytic energy production is beneficial as it permits to maintain sufficiently high ATP and low ROS levels during mitochondrial damage and malfunction. This enables the removal of damaged and ROS-producing mitochondria by mitophagy, overall resulting in significant protection of mice from APAP-induced liver damage.

The superior ATP levels in BIM-deficient cells were attributed to both, increase in oxidative phosphorylation and in glycolysis. BIM-deficient hepatocytes and cell lines displayed pronounced mitochondrial fragmentation, a hallmark of increased glycolysis [24]. The correlation between mitochondrial morphology and metabolic profile was further underpinned in MFN1/2-deficient cells, resulting in fission and an increased glycolytic to mitochondrial ATP ratio, which ultimately rescued from APAP-induced cell death. Interestingly, it had been previously reported that BIM deletion in mice affects body weight, fat deposition and the abundancy of some energy metabolites [37]. More efficient glucose uptake and the elevated levels of Hexokinase-I in *Bim*−/− cells and mice possibly explain the increased contribution of glycolysis to total ATP generation in these cells. It has been furthermore demonstrated that BIM interacts with Hexokinases at mitochondria and that they mutually modulate their activities [38–40]. Interestingly, BAX and BAK can also modulate mitochondrial morphology by interaction with Mitofusins and DRP1, which was demonstrated to be partly independent of cell death induction [26–28]. As we did not find that BIM interacts with Mitofusins or DRP1, and that BAX/BAK deficiency does not elevate expression of Hexokinases, we speculate that the mitochondrial fragmentation in BIM-deficient cells is caused by other mechanisms than in BAX/BAK-deficient cells. Likely, BIM deletion affects primarily glycolysis, e.g. via upregulating glucose uptake, and Hexokinases expression and activity, and that the observed mitochondrial fragmentation happens as a secondary consequence. In line of this notion is our observation that glucose administration to wild type hepatocytes also results a shift towards glycolysis and associated mitochondrial fragmentation. In summary, the distinct phenotype of untreated BIM-deficient cells, the protection by glucose administration or by Mitofusin deletion (which both mimics the BIM−/− phenotype), all strongly supports the idea of a MOMP-unrelated function of BIM. Notably, although a number of BIM-deficient mice die before birth it is rather unlikely that unspecific adaptations of the surviving mice facilitate phenotype and the protection against APAP because both CRISPR/Cas9-generated BIM-deficient cell lines recapitulated the observed effects.

A critical question remains how BIM regulates mitochondrial ATP production. Most likely, this activity of BIM is related to its interactions with anti-apoptotic members of the BCL-2 family on the mitochondrial membrane. In contrast to the yet unexplored non-canonical functions of BH3-only proteins, BCL-2, BCL-x_L_ and MCL-1 have been reported to regulate mitochondrial membrane potential [41, 42], fission and fusion [43–45], oxidative phosphorylation [44, 46–48], as well as mitophagy [49]. BIM interacts with high affinity with all of these anti-apoptotic BCL-2 homologs leading to their sequestration [50], and may hereby impact also their non-canonical activity on mitochondrial respiration. BCL-2 was shown to bind and hyperactivate complex IV, while BCL-x_L_ and MCL-1 positively regulate complex V assembly and function, notably in a BH2 and c-terminal domain-dependent manner [43–48]. Thus, mitochondrial ATP production in BIM-deficient cells is presumably elevated by stabilized interaction between respiratory complexes and non-sequestered, “free” BCL-2-like proteins. In addition, the low mitochondrial ROS levels observed in BIM-deficient cells, which decisively contribute to protection from AILI, are likely also the result of non-sequestered BCL-2 [51, 52]. The interaction of BIM with anti-apoptotic BCL-2 homologs is especially critical when stress signals promote BIM expression, disturbing the balance between anti- and pro-apoptotic BCL-2 proteins, thereby favoring apoptosis. However, BIM is also expressed at high levels under non-lethal conditions indicating non-canonical functions under steady-state conditions [53, 54]. Furthermore, cellular activation promotes increased BIM expression in the absence of cell death induction, as for example observed in lipopolysaccharide (LPS)-activated neutrophilic granulocytes and lectin-activated T lymphocytes [55]. Interestingly, LPS or bacterial infection are known to prime neutrophils for ROS production [56], and it is tempting to speculate that LPS-induced BIM upregulation may relevantly contribute to this process, as we here show that BIM deficiency results in lower ROS levels.

BID- and PUMA-deficient mice have also been reported to be protected from AILI [19, 20]. Interestingly, here only BIM deletion appeared to be protective against AILI, whereas deletion of NOXA did not result in reduced liver necrosis, but if anything enhanced it. BIM, BID and PUMA can bind to all anti-apoptotic BCL-2 family members with high affinity, while NOXA only interacts with MCL-1 [50], presumably minimizing the impact of NOXA deletion on the bioenergetic profile. However, it remains to be investigated whether BID and PUMA regulate mitochondrial functions and associated energy metabolism like BIM. In contrast to BIM deficiency, their deletion does not result in reduced body weight or fat content, highlighting a potentially unique role of BIM in regulating energy metabolism. Future studies must clarify whether BIM regulates these processes directly, or as discussed here indirectly via BCL-2-like proteins.

APAP-induced liver necrosis occurs predominantly around the hepatic central vein. This can be explained by high local CYP2E1 expression (converting APAP to NAPQI), however, as our data points out, also by the nutrient- and oxygen-poor environment, which causes centrilobular hepatocytes to be generally more susceptible to ATP-depleting substances. Due to the oxygen-poor environment, centrilobular hepatocytes adapted to a relatively high glycolytic capacity, but they cannot push the limits as glucose is limited. Thus, systemically increasing glucose levels likely elevates also the centrilobular glucose concentration, where the resident hepatocytes can increase their glycolysis rate resulting in attenuated sensitivity to ATP-depleting substances. In addition to metabolic abundancy, spatial protein analysis could possibly reveal distinct expression and interaction patterns of BCL-2 proteins that correlate with the specific, zonation-dependent metabolic tasks of hepatocytes [57] or even other body’s nutrient axes.

A last important aspect of our study that deserves further attention is the effect of caloric restriction on AILI. Ever since, it was suggested that fasting is required for APAP to induce hepatocyte death and liver damage. Here, we show for the first time that fasted mice are surprisingly less sensitive to APAP than non-fasted mice, as monitored by longer survival and attenuated hemorrhage. At first glance this may appear contradictory to our finding that glucose administration protects from AILI. However, caloric restriction resulted in an AMPK-regulated increase in catabolic processes, such as the turnover of mitochondria. AMPK activation and mitophagy are well-established to reduce the severity of APAP-induced mitochondrial damage due to lower ROS levels [58–62]. Paradoxically, starvation may therefore have a similar effect than glucose administration, i.e., it reduces the impact of mitochondria-dependent cellular energy production and ROS formation during APAP intoxication. Thus, overall, combination of fasting and glucose administration result in reduced damage and at the same time permit the removal of damaged mitochondria by mitophagy.

Our study also suggests that targeting BIM in cancer therapy may initiate two independent processes with potential synergies in the induction of cancer cell death. Classical chemotherapeutic drugs may result in BIM stabilization and activation, promoting in turn BAX and BAK activation, MOMP and apoptosis induction. Simultaneous inhibition of glycolytic ATP production and increased ROS generation by elevated BIM levels may render tumor cells, often showing a more glycolytic phenotype, increasingly dependent on mitochondrial oxidative phosphorylation, and thus more susceptible to mitotoxicants. A potential shift from classical apoptosis to a more necrotic mode of cell death may in turn result in immunogenic cell death with enhanced anti-tumor immune responses [63]. Thus, the here described novel non-canonical function of BIM may have wide-spread impact, not only on drug-induced organ damage, but also on the efficacy of cancer therapy.

In summary, our study reports a so far undescribed non-canonical, apoptosis-independent role of BIM in the regulation of mitochondrial dynamics and energy metabolism, which critically contributes to APAP-induced necrotic liver damage. This likely applies to several other necrotic hepatic diseases involving BCL-2 family members, such as Thioacetamide intoxication or ischemia/reperfusion injury. In addition to unraveling paradoxical cell death events during AILI, we provided strong evidence that the hepatotoxicity of APAP critically depends on the cellular bioenergetic profile, and that simple glucose administration protects from AILI. Hepatocytes are extremely rich in mitochondria due to their high energy demand, but incoming threats often affect mitochondrial health and energy production causing hepatocyte intoxication. Oxidative stress, mostly derived from damaged or highly active mitochondria, represents the most devastating factor in AILI as it is cause and consequence in the vicious cycle of APAP-induced mitochondrial damage. Decreasing the dependency on mitochondria permits to escape from this loop and is therefore key to prevent AILI. Our findings furthermore clarify conflicting results in AILI research and contribute to a more detailed understanding of interconnected processes regarding cellular metabolism and oxidative stress, providing a basis for the development of novel therapeutic approaches for patients with APAP intoxication and other pathologies.

## Methods and materials

For detailed methods and materials please see Supplementary File.

For uncropped Western blots see Supplementary Material.

### Supplementary information

Suppl. Material

How the deposited data were processed for this re-analysis (not part of the article)

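Mouse liver RNA was measured by bulk RNA sequencing in 2 libraries labelled fasted and 2 labelled non-fasted. The deposited files hold, for each library, the raw counts of 27179 genes by Entrez identifier, with no normalization. The authors' notes name Trimmomatic, STAR, featureCounts, FastQC and MultiQC, whose versions are not given in the sources used here, and DESeq2 1.32.0, with the build GRCm39. The strand setting and the handling of multi-mapping reads and read mates are not given in the sources used here, and neither are roles or order of the tools. 1904 identifiers had no name in the annotation used here, which follows an earlier build and served for gene names only, so no coordinates are given.
Groups follow the sample titles. Total counts per library were 13528015 to 36975921, and 16123 to 20210 genes had a count. Counting intervals of shares are Wilson intervals at 95%, and the floor for a count of 0 is 3 counts per group. Both cover counting error only.
Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with filterByExpr at its defaults, scaled by median of ratios and tested with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment at 0.05 and no minimum fold. Standard errors of log2 fold changes were back-calculated from the fold change and the F statistic. Where stated, F comes from the negative binomial deviance computed exactly, with edgeR's dispersions, since edgeR's own deviance is inexact for abundant genes at small dispersions. Normalized counts are counts divided by the size factor of the library over all genes, with mean and SD over the 2 libraries of a group. The fit scales over the tested genes, which puts its log2 fold changes 0.026 above the ratio of the normalized counts.
Members of 36 gene lists and 20 lists of cell type markers were counted as higher, lower or not past the test, over all genes tested and adjusted over the list alone. The gene lists were compared with the other genes by camera with a preset correlation of 0.01, and with an estimated correlation as an alternative. Fry, run as well, asks a different question, whether a list changed at all. Of the 36 lists, 24 passed camera with the preset correlation and 24 passed it scaled to total counts, while 34 passed fry. With an estimated correlation 0 passed camera after adjustment and 5 had an unadjusted p under 0.05. Mouse Reactome pathways of 10 to 500 tested genes, from fgsea 1.28.0, were tested with a one-sided hypergeometric test.
Named genes are every gene of Fig. 6H, genes of Fig. 6G, the 12 with the largest rise and the 12 with the largest fall by the fitted fold among genes past the threshold with a mean of at least 10 CPM and no overlap between groups, in each list up to 4 members with the largest change and the member with the highest mean count, members that go against most of their list, and members of the fasting controls and of the BCL-2 family, of which examples are given with values. Some members of these lists are not reported here by name. Genes named beside a count of 5 or fewer, and the 13 abundant trophoblast genes, were chosen after their values were seen.
The alternatives were scaling by TMM, upper quartile or total counts, other filters on low counts, DESeq2, limma-voom, fixed coefficients of variation of 0.1, 0.2 and 0.4, a minimum fold of 2, a block by replicate number, leaving out each library, thinning to equal totals, leaving out the 20 most abundant genes, scaling to the 14 hepatocyte markers, and the deviance computed exactly, the last 2 chosen after the data had been seen. Groups of 2 libraries are too small for other splits of the samples. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.
The test was tested on simulated data made from these counts. It recovered 14 of 47 genes changed 1.2-fold, 37 of 50 changed 1.5-fold, 43 of 49 changed 2-fold and 48 of 50 changed 4-fold, with 5 false calls among 15382 genes. Only 200 genes were set to change there, against 12721 called changed in the data. The simulation therefore says nothing about the choice of scaling when most genes shift.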

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

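The placental test of the first pattern was written before its result was seen. Scaling to total counts and thinning were settings fixed before the data were examined, and the other tests below were chosen after. Genes of placental trophoblast, which the paper does not report on, gave counts in the non-fasted libraries far above the fasted libraries. The 13 genes seen among the most abundant took 10.3% and 10.4% of the non-fasted counts. A second list of 14 trophoblast genes, written before their counts were looked at, took 0.302% and 0.303% there, against 0 and 2 counts in the fasted libraries. Of these, Ctsj and Ctsm, placental cathepsins, had 45425 and 30373 counts in non-fasted library 1 and none in either fasted library, and Gcm1, of the syncytiotrophoblast, had 11 and 18 in the non-fasted libraries.
The first pattern is that hepatocyte markers and genes of several lists were higher in the fasted libraries after library-wide scaling, with all 14 hepatocyte markers and 143 genes of 6 lists (both of oxidative phosphorylation, autophagy, mitophagy, fusion and removal of reactive oxygen species) higher. Markers of other liver cells were split. Those of Kupffer cells and of B and plasma cells were mostly higher, and those of cholangiocytes, stellate cells and erythroid cells mostly lower. In raw counts the hepatocyte markers were about level, with a median log2 ratio of -0.12. As totals differ between the groups, this raw ratio does not show what raised the markers after scaling. With the libraries thinned to equal totals, 5484 genes were higher and 6340 lower, and the median of all genes moved by only 0.0021 on the log2 scale. This argues against the difference in totals itself as the cause. RNA of placenta in the non-fasted libraries is a candidate cause. The second trophoblast list had a median log2 ratio of 8.98 over the fasted libraries, with genes at 0 set to the floor. Synb was left out of it after it was seen to have no count in any library. Like the first list, this shows that such RNA is present, not that it caused the pattern. At equal hepatocyte marker counts 60.1% of the non-fasted counts lie beyond the fasted total. That share restates the rise of the markers and would be the same for any cause. Of the 143 genes, 6 stayed higher and 131 turned lower after scaling to the hepatocyte markers. As this moves every gene alike, it shows only which genes rose by less than the markers. Markers of Kupffer cells and of B and plasma cells had medians of 1.85 and 1.84, against 1.83 for hepatocyte markers. This argues against a response of hepatocytes alone as the cause of the rise of these immune cell markers. The Y-linked Ddx3y, Uty, Kdm5d and Eif2s3y were higher alike, with normalized ratios, non-fasted over fasted, of 0.220, 0.217, 0.235 and 0.196. T and NK cell and endothelial markers rose less, at 0.93 and 0.19, and cholangiocyte, stellate, erythroid and neutrophil markers had negative medians. For the 6 lists, fasting and RNA of placenta cannot be told apart, since the groups differ in both. The hepatocyte markers themselves may respond to fasting.
The second pattern is that PPARα targets and genes of fatty acid oxidation were higher. RNA of placenta alone would leave liver genes level with the hepatocyte markers or below them. The PPARα targets lay above the markers by 0.89 on the log2 scale (Hodges-Lehmann shift, 95% interval 0.46 to 1.36, exact rank-sum test p = 4.2e-04), with 17 targets above every marker. The genes of fatty acid oxidation lay above them by 0.33 (95% interval 0.073 to 0.75, exact rank-sum test p = 0.0128), with 11 genes above every marker. The shift of the PPARα targets argues against RNA of placenta as their whole cause. The intervals take genes as independent, which they are not. No such shift was tested for the 5 genes of the sex chromosomes. Under hepatocyte-marker scaling 4 of these were higher and 1 lower. Their median of 0.38 lay within the markers' own spread of -0.69 to 0.46. Under the same scaling the PPARα targets had a median of 1.01, above that spread, and the genes of fatty acid oxidation 0.31, within it. The interval for fatty acid oxidation lies above 0, and 21 of its genes were higher and 3 lower under this scaling. This argues against RNA of placenta as the whole cause of its rise, but more weakly than for the PPARα targets. A response of the liver to fasting stays a hypothesis for both groups, as 1 group of libraries was fasted and the same group lacks the placental genes.
The third pattern is that the libraries of each pair differed by little more than counting error. Against read mates counted as separate samples, the smaller variance over the mean of the pairs was 1.06 for genes with 10 to 100 counts, where shared molecules would give less than 1. Whether 1 library per group was sequenced as 2 cannot be told apart from close replicates, as the smaller variance over the mean at 1000 counts or more was 1.26, above counting error and below the bound of 2 set for separate libraries. Total counts differed by only 0.099% within the fasted and 0.088% within the non-fasted pair, and no test was made of how close totals of separate libraries would be. No biological explanation was tested for it.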

How the results depend on the processing

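Scaling to the 14 hepatocyte markers and computing the deviance exactly were chosen after the data had been seen. Relative to median of ratios the first shifted the median of all genes by -1.83, total counts by -0.50 and the upper quartile by 0.12 on the log2 scale. The number of genes changed, 12721, stayed within 1.5 times under TMM, upper quartile, both other filters, DESeq2 (11445), limma-voom (12671), thinning and leaving out the 20 most abundant genes. With the deviance computed exactly 12793 changed, 5744 higher and 6956 lower genes being shared, and 128 Reactome pathways passed. The number changed ranged from 11264 to 11593 without 1 library, where the lone library of a group is assumed to vary like the other group. With a block by replicate number, a pairing that rests on the numbers alone, 12672 changed. The deviations of same-numbered libraries correlated at -0.0035 over genes, which are not independent replicates.
Total counts gave 3550 genes higher, 13 of autophagy and 22 of the proteasome higher, and 8 of fission lower, and made the log2 fold changes of Mfn2 (-0.0080), Oma1 (-0.086), Map1lc3b (-0.12), Bid (-0.36), Mx1 (-0.36) and Me1 (-0.45) negative. A coefficient of variation of 0.2 left 3714 genes higher, with 10 of autophagy, 4 of fusion and 21 of the proteasome. At 0.4, 5339 genes changed (1648 higher, 3691 lower), 225 of them in the lists, with 8 of nuclear oxidative phosphorylation, 5 of the citric acid cycle, 0 of autophagy, 1 of mitophagy, 2 of fusion, 10 for removal of reactive oxygen species, 12 NRF2 targets and 0 of the proteasome higher, and 2 of fission lower. At an unadjusted p under 0.05 from edgeR's likelihood ratio test, 35 of nuclear oxidative phosphorylation, 6 of the citric acid cycle, 2 of autophagy, 3 of fusion and 1 of the proteasome were higher. The wider spread assumed shows the cause. At least 2-fold were 7381 genes (2738 higher, 4643 lower), 334 of them in the lists, with 7 of the citric acid cycle, 3 of autophagy, 2 of mitophagy, 3 of fusion and 4 of the proteasome higher, 2 of fission lower, and 56 Reactome pathways. With the hepatocyte markers, 627 genes were higher, all of them also higher by median of ratios, and 14100 lower. By edgeR's test, 0 genes of nuclear oxidative phosphorylation, 0 of the citric acid cycle, 0 of autophagy, 0 of fusion and 0 of the proteasome were higher, with 1 of mitophagy, 3 for removal of reactive oxygen species and 7 NRF2 targets, 11 of fission lower and 32 Reactome pathways. At an unadjusted p under 0.05, 0, 0, 0, 0 and 0 of these lists were higher. DESeq2 and limma-voom were not run with this scaling. It made the log2 fold changes of Mfn1 (-1.20), Mfn2 (-1.33), Opa1 (-0.68), Oma1 (-1.41), Nfe2l2 (-1.21), Sod1 (-0.030), Sod2 (-0.089), Gpx1 (-0.012), Pink1 (-1.11), Map1lc3b (-1.44), Bnip3 (-1.28), Sqstm1 (-1.21), Atg5 (-0.85), Ulk1 (-1.21), Uqcrfs1 (-0.19), Ndufa6 (-0.36), Gabarapl1 (-0.66), Atg3 (-0.58), Miga2 (-0.25), Mtfr1 (-0.35), Phb2 (-0.44), Psme4 (-0.67), Bik (-0.98), Scd1 (-1.26), Lamp2 (-0.78), Atp5g2 (-1.20), Bid (-1.68), Mx1 (-1.67), Me1 (-1.77) and Nqo1 (-0.053) negative. The shift of all genes, which either scaling moves alike, shows the cause of these changes of sign. Camera with an estimated correlation passed 0 lists. Lists with an estimated correlation below the preset 0.01 were lost as well, so this loss does not show that correlated genes made the calls. Over genes with at least 100 counts the squared deviation per gene was 1.14 in the fasted and 1.15 in the non-fasted pair. Without non-fasted library 1 or 2, Pck1 had an adjusted p of 1 by edgeR at 4.35 and 4.34. The F statistic of this gene was negative there, at -1960 and -460.0, which no valid fit gives, so this p says nothing of Pck1. With the deviance computed exactly the adjusted p was 2.2e-05 and 1.2e-06.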

Differences from the paper's values

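Mean counts per group of all 18 genes were read by eye from Fig. 6H. Of these 36 values, 0 differed from the normalized counts here by more than their SD and more than 1.5 times, and the largest ratio between a pair was 1.04. By the same limits 0 differed under TMM scaling, with ratios up to 1.05, and without 1 library, with ratios up to 1.30, whereas all 36 differed from raw counts.
The paper states that fission genes went down on fasting. Of the 12 fission genes tested here, 6 were higher and 5 lower. Those lower include Dnm1l (-0.14) and Mff (-0.76), which Fig. 6H shows lower as well. Of the settings fixed before the data were examined, total counts gave 3 higher and 8 lower and a coefficient of variation of 0.2 gave 3 and 4, so that the tally goes the paper's way. A minimum fold of 2 gave 3 and 2, a coefficient of variation of 0.4 gave 2 and 2, and the other settings gave 6 higher and 4 to 6 lower. Scaling to the 14 hepatocyte markers, chosen after the values had been seen, gave 11 lower, and of the 16 genes of Fig. 6H that were higher by median of ratios it kept 2 as higher.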

Other observations

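The test on female livers and the values by hepatocyte markers below were chosen after results had been seen. Of 14 genes known to rise in fasted liver, 11 were higher and 3 lower (11 and 3 when adjusted over the list alone), and 8 and 4 by hepatocyte markers. Pck1, of gluconeogenesis, rose by 4.36, while Irs2 was at -1.20 and Ddit4 at -2.92. Cpt1a, Fgf21, G6pc1, Igfbp1, Ppargc1a and Lpin1 were higher as well. Of 12 genes known to fall, 6 were lower and 5 higher (5 and 6 when adjusted over the list alone, higher first), against 1 and 9 by total counts and 0 and 12 by hepatocyte markers. Thrsp and Fasn, of fatty acid synthesis, were at -2.64 and -1.23, with Srebf1, Acly and Pnpla3 among the others lower. Acaca, Elovl6, Pklr and Scd1 were among those higher, with Scd1 at 0.57 (-1.26 by hepatocyte markers), and Me1 at 0.059 did not pass the test. All 18 genes of amino acid catabolism were higher (18 when adjusted over the list alone), and 8 and 9 by hepatocyte markers, with Oat at 2.57. Of 18 glycolytic genes 9 were higher and 6 lower (9 and 7 when adjusted over the list alone), against 3 and 13 by total counts and 1 and 16 by hepatocyte markers. The isozymes of other tissues, Hk1, Hk2 and Pkm, were at -5.14, -7.73 and -4.91.
Of 16 BCL-2 family genes, 13 were lower and 1, Bik, higher at 0.85 (13 and 1 when adjusted over the list alone), and all 16 were lower by hepatocyte markers, Bik at -0.98. Bcl2l11, the gene of BIM, was at -1.12, Bcl2l1 at -2.03, Bok at -3.06 and Mcl1 at -0.19, whose call was lost with upper quartile scaling (adjusted p = 0.0740 by edgeR, at -0.070) and with each fixed coefficient of variation. Bcl2, Bcl2l2, Bax, Bak1, Bbc3, Pmaip1, Bad, Bmf and Hrk were lower, and Bid at 0.15 and Bcl2a1b, with 0 and 6 raw counts in the fasted and 20 and 27 in the non-fasted libraries, did not pass the test. Without fasted library 2, and with upper quartile scaling, 2 were higher. Of 13 interferon-response genes 12 were lower (the same number when adjusted over the list alone), Isg15 at -2.57 and Oas1a at -3.91, and Mx1 at 0.15 did not pass the test. Of 13 immediate early genes 12 were lower and Ier2 higher (12 lower when adjusted over the list alone), with a median of -2.30. Of 22 genes of the unfolded protein and integrated stress response 17 were lower and 3 higher (3 and 17 when adjusted over the list alone, higher first), with the chaperone Hspa5 at -1.76. Camera with the preset correlation gave adjusted p = 0.0162 for the BCL-2 family, 0.00270 for interferon, 0.00530 for immediate early and 0.00605 for stress genes. These calls were lost with an estimated correlation, at adjusted p = 0.341 for immediate early genes and 0.208 for the others. The 13 abundant trophoblast genes, which alone took 10.3% and 10.4% of the non-fasted counts, move the same way as these falls. The falls were not tested apart from RNA of placenta.
Markers of other liver cells did not move together. The lists that fell were not tested apart from RNA of placenta, so they do not show a change of liver cells on fasting. By median of ratios, 10 of 12 Kupffer cell markers were higher and 2, Csf1r and Cd68, lower (10 and 2 when adjusted over the list alone), with a median of 1.85, and 5 and 4 by hepatocyte markers. Of 8 cholangiocyte markers 7 were lower (the same number when adjusted over the list alone), with a median of -3.18, as were 8 of 12 stellate cell and fibroblast markers and 5 of 6 erythroid markers. Of 12 endothelial markers 6 were higher and 5 lower, against 5 and 7 by total counts. Of 7 B and plasma cell markers 5 were higher and 0 lower, with a median of 1.84. This is close to the Kupffer cell markers and to the hepatocyte markers, at 1.83. Of 4 T and NK cell markers 2 were higher and 0 lower, with a median of 0.93. Of 4 neutrophil markers 0 were higher and 2 lower. Of 7 genes of Fig. 6G tested in these libraries, 5 were higher, Hmox1, of heme breakdown, was lower at -2.56, and 1 did not pass the test (5 and 1 when adjusted over the list alone). The paper's own values in Fig. 6G were not re-analysed. By hepatocyte markers 5 were lower, and Gpx1 and Nqo1 did not pass the test at -0.012 and -0.053. Camera with the preset correlation gave adjusted p = 0.0609 for this list.
Among genes with no count in the fasted libraries were Ceacam11 (at least 59158-fold lower) and Prl8a2 (at least 13548-fold lower), against a floor of 3 counts per group. Xist, which is transcribed from the inactive X chromosome of females, had 25772 and 26316 counts in the non-fasted libraries and 2 and 1 in the fasted. This conflicts with the male label of the non-fasted libraries. Ddx3y of the Y chromosome had 1016 and 1074 raw counts in the non-fasted and 1265 and 1234 in the fasted libraries. Its normalized ratio, non-fasted over fasted, was 0.22. In a test chosen after these counts were seen, female livers in the non-fasted group would lower the male-biased liver genes by more than the hepatocyte markers, but the medians of these lists differed by -0.0077 on the log2 scale. Of 5 sex-linked genes, however, 4 were higher and 1 lower in fasted livers under hepatocyte-marker scaling, with a median of 0.38. That median lies within the hepatocyte markers' own spread of -0.69 to 0.46. The male-biased genes, level with the markers as a list, argue against female livers in the non-fasted group. Xist shows RNA of females in the non-fasted libraries, and the source of this RNA was not tested.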
